A study of Mus musculus with 17 samples. Its data were reported in "Impaired glycosylation promotes rapid transition to hepatocellular carcinoma in model of diet-induced steatotic liver disease" (2026).

How the data were processed

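RNA-seq was performed on 17 mouse samples. The groups were WT liver (n = 4) and liver-specific NgBR knockout (N-LKO) liver (n = 4) after 16 weeks of a high-fat diet (HFD), and WT liver (n = 3), N-LKO liver (n = 3) and N-LKO tumor (n = 3) after 16 weeks of a Western diet (WD). Groups and replicate numbers were taken from the sample titles alone. All 17 columns of per-sample values could be assigned to a sample, and 0 were left unassigned.

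The authors removed ribosomal RNA with a Ribo-Zero kit, sequenced single-end reads on an Illumina HiSeq instrument and aligned them with TopHat2 after quality trimming. The deposited values are estimated counts per gene, made by the authors in Partek Flow with an expectation-maximization step that divides a read between the features it could come from. Replicates were not pooled and the counts were not scaled. The software version and the annotation release were not stated. Of the values, 69.3% in the HFD table and 66.2% in the WD table were whole numbers; the rest hold shared reads, so values of near-identical paralogs, of overlapping genes and of antisense genes are uncertain, the last because strand use was not stated. There were 19151 genes under HFD and 24233 under WD. Of these, 19032 were in both, 119 only in the HFD table and 5201 only in the WD table. Each listed gene had at least 3 counts over its table. Gene symbols matched the GENCODE M21 annotation of GRCm38 for 97.7% of the HFD genes and 97.4% of the WD genes; 18540 and 23360 genes also had the same start, with the stop listed 1 base past the annotated end. Positions are given from that annotation. No single library was found to be another one again: over the 21 pairs of libraries within groups, the chi-square of the counts per degree of freedom ran from 7.99 to 103.

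Estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM normalization, filterByExpr, Benjamini-Hochberg adjusted p under 0.05). Depth is the sum of a library's counts. CPM values were computed from the counts and TMM-scaled library sizes. The standard error of a log2 fold change was taken as its size divided by the square root of F and is approximate. HFD livers were fitted alone. The 3 WD groups were fitted together, so that the comparisons N-LKO versus WT liver, tumor versus N-LKO liver and tumor versus WT liver shared one estimate of the spread. The study's own test was run on aligned reads, which were not used here. Whether the genotype effect differed between diets was tested as an interaction over the 14 livers and the genes in both tables; no group of one diet was compared directly with a group of the other, because diet and table cannot be told apart. The common biological coefficient of variation was 0.149 in the HFD fit, 0.243 in the WD fit and 0.163 in the fit of 14 livers. A gene at or under 3 counts in every library of a group is at the floor; its fold is given as a lower bound, the mean CPM of the other group divided by the highest CPM that 3 counts make in the group at the floor. Such bounds cover counting error only.

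Separation of groups was tested with a one-sided exact permutation test of the between-group minus the within-group Euclidean distance, on log2 CPM (prior count 2) of the 500 most variable genes. The test allows 35 splits of 4 against 4 libraries and 10 of 3 against 3. The effects under HFD and WD were compared across genes by Pearson and Spearman correlation; genes are not independent replicates, so no p-value is attached. A list of 32 gene sets was fixed: 19 on topics of the study, among them ones taken from its WD heatmap, and 13 of cell types, liver zones, secreted proteins and sex-biased genes. Sets with at least 3 tested genes were tested in limma 3.58.1 with camera at a preset inter-gene correlation of 0.01, two-sided and adjusted over the sets of a comparison, beside fry and camera with an estimated correlation. The set tests of the interaction were added after the data had been seen. The WD heatmap sets were chosen by the study on these same WD libraries.

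Sample groups, models, gene sets, the alternatives called planned and the rule for named genes were fixed before the data were examined. By that rule the text names, per comparison, the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold, with a mean of at least 5 CPM and no overlap between the groups (for the interaction, 3 each way without the overlap condition). Genes with automatic names were passed over: 5 among the rising genes under HFD, and 2 rising and 1 falling in the interaction. Nus1, Dhdds and any member of a gene set could also be named; the members Apob, Afp, Fabp5, Col1a1 and Hspa5 were picked from the sets with the values at hand. The values of 1 other member are not reported here.

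The alternatives were DESeq2 1.42.0 size factors, upper-quartile scaling, no filter, a filter at a mean of 1 CPM, the DESeq2 Wald test, limma-voom, a log2 fold change of at least 1, unrounded counts, the replicate number as a block, the fit of only the compared groups, all 14 livers in one fit, other gene numbers and prior counts for the separation, and leaving out each library in turn. After the data had been seen, an offset for transcript length and GC content was added: natural splines with 4 degrees of freedom each, fitted per library by robust regression (MASS 7.3.60.0.1) on genes with a mean of at least 1 CPM. Length and GC content were known for 98.2% of tested genes under HFD, 97.8% under WD and 98.0% in the fit of 14 livers.

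Replicate numbers are shared between groups, and whether they pair the animals was checked by correlating the deviations from the group means of same-numbered libraries. Library names carry numbers that mostly differ from those in the titles, and pairs by these names were not checked. Over all tested genes no comparison had every pair above 0.1; for WD N-LKO versus WT liver the 3 correlations ran from 0.026 to 0.060. Over genes with a mean log2 CPM above 3 that comparison had 0.143 to 0.159, above 0.1 in every pair, and no other comparison did. The check is therefore split for the WD livers, the titles say nothing of a shared litter or day, and the blocked values are given beside the results they change.

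The tests were checked on simulated counts with 200 changed genes. The edgeR test recovered 100% of them in the HFD design among 13232 genes, with 7.83% of the calls false, 95% in the WD design among 17518 genes (1.55% false) and 96.5% in the interaction among 15260 genes (3.98% false). The DESeq2 test gave 12.7%, 15.0% and 10.2% false calls. The recovered shares hold for the changes planted in the simulation only. They are not the share of real changes that these tests find, since the sizes of real changes were not simulated. Under WD the deleted gene itself, at a log2 fold change of −1.02 between N-LKO and WT livers, did not pass (edgeR adjusted p 0.151). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Circulating lipids, histology, single-cell data and chow-fed mice of the study were not analysed here.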

Results

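Transcript levels were measured by RNA-seq in livers and tumors of mice that lack NgBR in the liver. NgBR, encoded by Nus1, forms with Dhdds the cis-prenyltransferase (cis-PTase), which makes the dolichol lipid needed for protein glycosylation. Under HFD, 4 WT and 4 N-LKO livers were sequenced, and under WD 3 WT livers, 3 N-LKO livers and 3 N-LKO tumors. Both diets lasted 16 weeks. The total count per library was 9096110 to 12215784 under HFD and 15494731 to 20200618 under WD. Between 18215 and 18557 genes were detected in the HFD libraries and between 21918 and 23454 in the WD libraries. The 10 most abundant genes took 20.1% to 23.1% of the counts under HFD and 16.8% to 21.8% under WD. The most abundant feature under HFD was CT010467.1, with 3.05% to 7.94% of the counts of a library, and under WD it was Rn7s1, with 2.36% to 5.13%. TMM factors lay between 0.942 and 1.05 under HFD and between 0.806 and 1.15 under WD, where WT liver replicate 2 had the lowest value.

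The targeted gene was examined first. Nus1 (ENSMUSG00000023068.16) lies on chromosome 10 of GRCm38, from 52417547 to 52440183 on the plus strand, and its main transcript has 5 exons. Counts are per gene, so reads of single exons were not told apart. In the paper only exon 1 is floxed, and other liver-resident cell types are named as expressing NgBR. Reads of the other exons and of such cells may remain. The level left in N-LKO livers therefore does not measure how complete the deletion was. Nus1 stood at 88.2 ± 5.90 CPM (SD, n = 4) in WT and 35.1 ± 3.99 CPM (n = 4) in N-LKO livers under HFD, with log2 fold change −1.33 (SE 0.097) and an edgeR adjusted p of 0.000194. Under WD it stood at 94.5 ± 5.57 CPM (n = 3) in WT livers, 46.7 ± 4.75 CPM (n = 3) in N-LKO livers and 35.8 ± 7.59 CPM (n = 3) in tumors. Each N-LKO library was below each WT library of the same diet. The log2 fold change between N-LKO and WT livers under WD was −1.02 (SE 0.16), with an unadjusted edgeR p of 8.57e-05 that did not pass after adjustment (adjusted p 0.151). Among the alternatives the DESeq2 test moved this call most, with log2 fold change −1.03 and adjusted p 2.47e-05. The adjusted p ran from there to 0.265 with the replicate block. Tumors were lower than WT livers (log2 fold change −1.40, adjusted p 0.00433) and did not pass against N-LKO livers (−0.38, adjusted p 0.245). Without tumor replicate 1 the latter was −0.56 with adjusted p 0.0351. The change under WD did not differ in the interaction test from that under HFD (0.34, adjusted p 0.199). Dhdds, the partner gene, did not pass in any of the 4 comparisons (log2 fold change 0.08 under HFD and −0.03, −0.36 and −0.39 in the WD comparisons, adjusted p 0.693, 0.961, 0.381 and 0.221), except that without tumor replicate 1 it was lower in tumors than in WT livers (−0.64, adjusted p 0.0307).

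**Figure D1:**
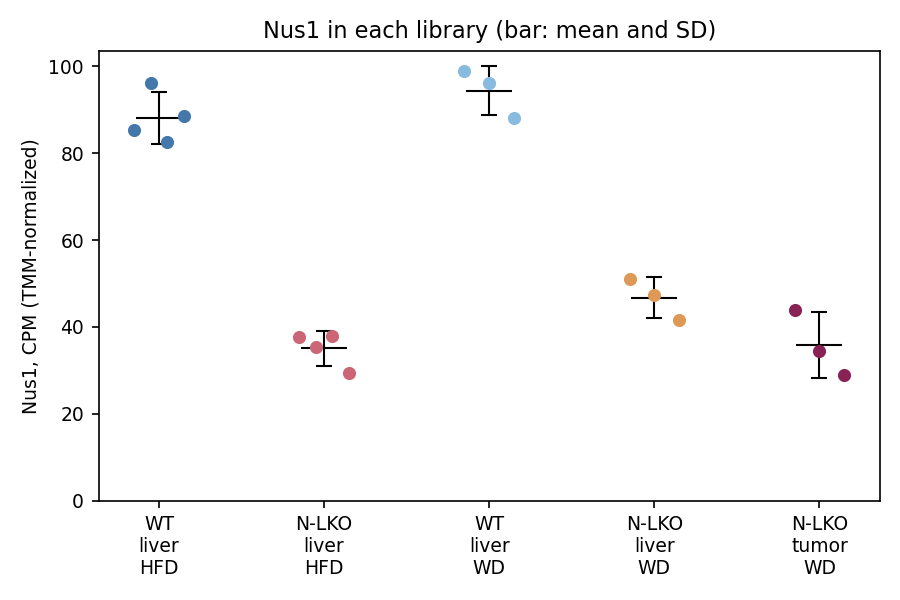
Nus1 in CPM (y axis, from 0) in each library (points) of the 5 groups (x axis), with the group mean and SD as bars. WT livers lie between 82.5 and 98.9 CPM, and N-LKO livers and tumors between 29 and 51.1 CPM.

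Whether genotype set the libraries apart was asked next. Under HFD the real grouping gave the largest separation of the 35 splits of the 8 libraries (one-sided exact permutation p 0.0286, the smallest this design allows). For N-LKO versus WT liver under WD, tumor versus N-LKO liver and tumor versus WT liver the real grouping also ranked first of 10 splits, with an exact permutation p of 0.1 that is the smallest for 3 against 3 and cannot pass 0.05. The first principal component held 41.6% of the variance under HFD and 65.1% under WD, and the second 16.0% and 11.3%. The exact p under HFD was 0.0571 without N-LKO replicate 2.

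**Figure D2:**
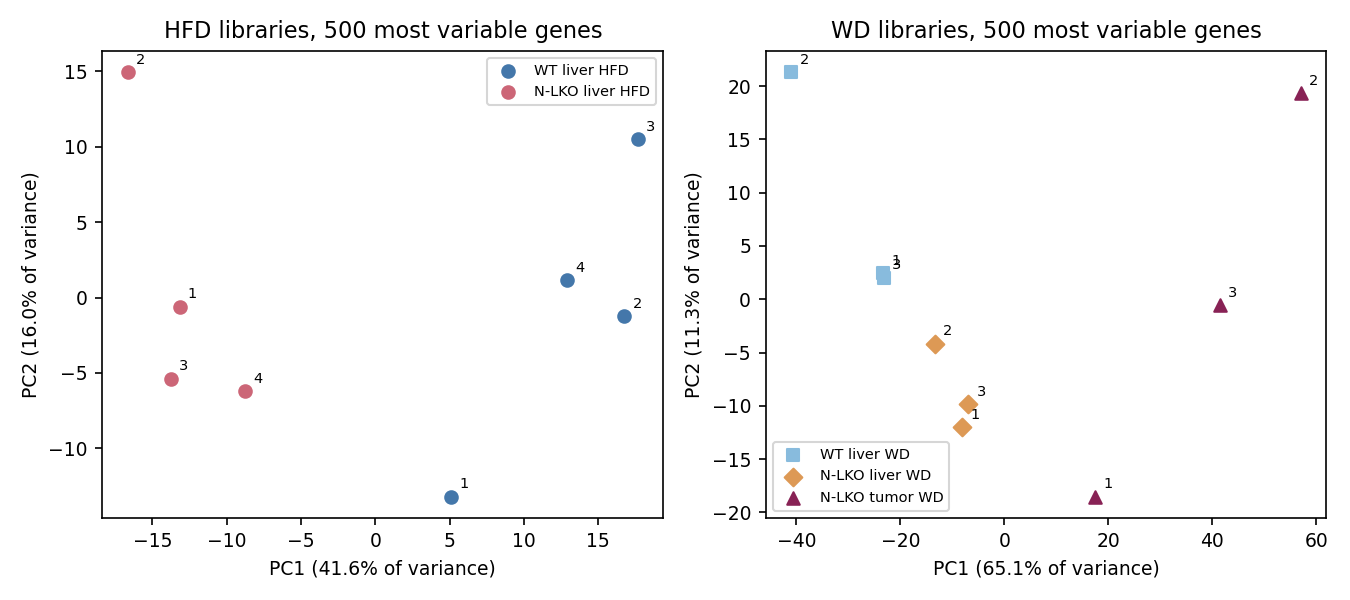
Principal components of the 500 most variable genes, HFD libraries on the left and WD libraries on the right, with PC1 on the x axis and PC2 on the y axis, where each point is a library marked with its replicate number, coloured by group. PC1 holds 41.6% of the variance under HFD and 65.1% under WD.

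The genotype effect under HFD was tested on 13460 genes. By edgeR 652 genes passed an adjusted p of 0.05, 344 higher and 308 lower in N-LKO livers, and 121 of them changed by a log2 fold change of at least 1 (73 higher, 48 lower). At an unadjusted p under 0.05 there were 3053 genes where chance gives 673. The groups did not overlap for 14.8% of genes. The offset for transcript length and GC content left 288 genes, of which 247 were among the 652, and the DESeq2 test gave 1000. Log2 fold changes under HFD fell with transcript length (Spearman correlation across genes −0.36): with genes divided into 10 equal bins by length, the median was 0.21 in the bin of the shortest genes and −0.18 in that of the longest. The correlation was 0.18 for N-LKO versus WT liver under WD, −0.02 for tumor versus N-LKO liver and 0.09 for tumor versus WT liver. With GC content in place of length the 4 correlations were 0.11, −0.30, 0.02 and −0.18 in the same order. The HFD count also depended on single libraries: it was 179 without WT replicate 2, 181 without N-LKO replicate 1, 225 without WT replicate 4, 276 without N-LKO replicate 3 and 322 without N-LKO replicate 4.

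**Figure D3:**
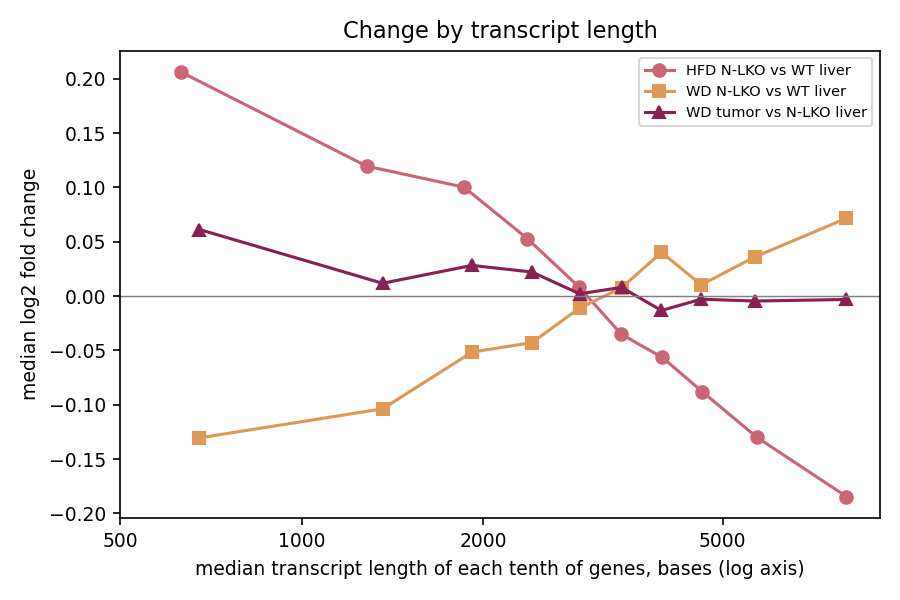
Median log2 fold change (y axis) in 10 equal bins of genes ordered by transcript length (x axis, log scale, median length in bases) for 3 comparisons, where each point is a bin. Under HFD the medians run from 0.21 for the shortest genes to −0.18 for the longest, and for N-LKO versus WT liver under WD from −0.13 to 0.07.

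Among the HFD genes named by the preset rule, the largest rises were those of Cyp2a4 (log2 fold change 2.61), Ly6d (2.24), Gprc5b (2.21), Dpt (1.93) and Gpx3 (1.73). Ly6d, on chromosome 15 from 74762056 to 74763620, stood at 4.05 ± 1.49 CPM in WT and 19.2 ± 4.53 CPM in N-LKO livers (SD, n = 4 each, SE of the log2 fold change 0.24, adjusted p 0.00216). The largest falls were those of Hsd3b5 (−4.49), Cd163 (−3.05), Slco1a1 (−2.44), the pseudogene Serpina4-ps1 (−2.22) and Mup12 (−1.98). Cd163, on chromosome 6 from 124304656 to 124330527, stood at 10.5 ± 0.8292 CPM in WT and 1.22 ± 0.725 CPM in N-LKO livers (n = 4 each, SE of the log2 fold change 0.30, adjusted p 0.00149). Hsd3b5, on chromosome 3 from 98618634 to 98630252, stood at 50.7 ± 41.8 CPM and 2.16 ± 3.37 CPM, the latter set by N-LKO replicate 4 with 7.20 CPM (adjusted p 0.0176). Counts of Cyp2a4 and Mup12 were fractional in all 8 libraries, so these genes share reads with paralogs and their changes are uncertain. Without N-LKO replicate 1, Gprc5b, Hsd3b5, Slco1a1, Serpina4-ps1 and Mup12 no longer passed, at log2 fold changes of 2.14, −4.11, −2.24, −2.25 and −1.76 and adjusted p of 0.0536, 0.0564, 0.0574, 0.0559 and 0.0782. In all, these genes did not pass in 1, 3, 3, 2 and 4 of the 8 fits that left out 1 library. Cyp2a4, Ly6d, Dpt, Gpx3 and Cd163 passed in each of the 8 fits that left out 1 library and under the other alternatives. Hsd3b5 did not pass with limma-voom (adjusted p 0.0808, the highest of its alternatives, the lowest being 0.00479).

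Of single genes from the study's topics, Apob was lower under HFD (log2 fold change −0.52, SE 0.11, adjusted p 0.0220) at 8385 ± 915 CPM in WT and 5833 ± 246 CPM in N-LKO livers (SD, n = 4 each), with fractional counts in every library. It did not pass after the length and GC offset (−0.32, adjusted p 0.102, against a lowest of 1.17e-05 among its alternatives), nor in 5 of the 8 fits that left out 1 library, with the highest adjusted p, 0.0616, without WT replicate 4 (−0.51). Col1a1 was 1.55 higher with adjusted p 0.0593 and passed without WT replicate 1 (2.25, adjusted p 0.0109) or N-LKO replicate 2 (1.75, adjusted p 0.0387), and with limma-voom (adjusted p 0.04997, against up to 0.0771 after the offset). Afp, Fabp5 and Hspa5 did not pass under HFD (log2 fold change 0.39, 0.08 and −0.62; adjusted p 0.433, 0.924 and 0.206).

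Under WD, 17829 genes were tested. For N-LKO versus WT liver no gene passed (0 of 17829, lowest adjusted p 0.1503), while 2212 genes had an unadjusted p under 0.05 where chance gives 891, and the groups did not overlap for 27.9% of genes where chance gives 10%. The DESeq2 test called 100 genes, 72 higher and 28 lower, the fit of only the 2 liver groups called 6, and the replicate block left 0 (2004 at an unadjusted p under 0.05). Without WT replicate 2 or tumor replicate 2 there was 1. The spread behind the main count was estimated with the tumors as well. Tumor replicates lay further apart (chi-square per degree of freedom 65.2 to 103) than WD liver replicates of a group (9.44 to 55.1). The fit of only the 2 liver groups had 3387 of 16867 genes at an unadjusted p under 0.05. Fits without 1 tumor had 2587 to 2771. The count of 0 thus belongs to the fit that holds the tumors. The 2212 genes rested in large part on single libraries: there were 1015 of 18518 at an unadjusted p under 0.05 without WT replicate 2, 1266 without N-LKO replicate 3 and 1352 without N-LKO replicate 2. Of the genes singled out, Afp was 1.11 and Fabp5 0.68 higher with adjusted p 0.354 and 0.353. Apob, Col1a1 and Hspa5 had log2 fold changes of −0.05, 1.02 and −0.42 and did not pass (adjusted p 0.952, 0.457 and 0.661).

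Tumors were compared with N-LKO livers under WD to ask what sets the tumor apart from its surrounding genotype. By edgeR 89 genes passed, 78 higher and 11 lower (with the DESeq2 test 611 higher and 410 lower), with 3256 at an unadjusted p under 0.05, and the groups did not overlap for 23.1% of genes where chance gives 10%. The count moved most when 1 library was left out: it was 2193 (1170 higher, 1023 lower) without tumor replicate 1, 52 and 30 without tumor replicates 2 and 3, 5, 3 and 6 without N-LKO liver replicates 1, 2 and 3, and 27 and 26 without WT liver replicates 1 and 3. H19, Timp4, Tff3, Slc1a1 and Sorcs2 had the largest rises and Tlr12 (−1.84), Clstn3 (−1.83), Dsp (−1.10), Jund (−1.05) and Ntn1 (−1.04) the largest falls. H19, a non-coding RNA gene on chromosome 7 from 142575529 to 142578143, ranged from 489 to 11041 CPM in tumors and from 1.33 to 4.60 CPM in N-LKO livers (adjusted p 0.0258). Tff3 stood at 133 ± 96.0 CPM in tumors and 0.609 ± 0.532 CPM in N-LKO livers (SD, n = 3 each; adjusted p 0.0151). Timp4 was at or under 3 counts in every N-LKO liver and at least 278-fold higher in tumors by their means, with single tumors from 1.51 to 78.0 CPM. Slc1a1 was at least 98.5-fold higher by the same measure. Each of these 10 calls was lost when any 1 of the 3 N-LKO livers was left out, with adjusted p of up to 0.173 for H19 without replicate 3 (log2 fold change 10.42) and, without replicate 2, up to 0.213 for Timp4 and Sorcs2 and 0.241 for Clstn3 (−1.60). With limma-voom H19 still passed and the other 9 did not (adjusted p up to 0.380 for Timp4). H19 and the 5 lower genes did not pass with the replicate block. Dsp counts were fractional in all libraries.

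Afp and Fabp5, which mark liver cancer, were higher in tumors than in N-LKO livers, by log2 fold changes of 2.71 (SE 0.33) and 1.49 (SE 0.19), both with adjusted p 0.0151. Afp stood at 0.964 ± 0.168 CPM in WT livers, 2.09 ± 0.898 CPM in N-LKO livers and 13.6 ± 3.08 CPM in tumors (SD, n = 3 each). Fabp5 stood at 4.41 ± 1.13, 7.11 ± 0.491 and 19.9 ± 2.30 CPM in the same groups, with fractional counts. Without N-LKO liver replicate 1 or 2 Afp did not pass (adjusted p up to 0.104, at 2.75, without replicate 1), nor did Fabp5 without any 1 of the 3 N-LKO livers (adjusted p up to 0.125, at 1.47, without replicate 2). Against WT livers both genes passed, Afp at 3.82 (adjusted p 0.00141) and Fabp5 at 2.17 (adjusted p 0.00124), in each fit that left out 1 library as well. Apob, Col1a1 and Hspa5 did not pass in tumors against N-LKO livers (−0.26, −0.18 and 0.20) or against WT livers (−0.30, 0.84 and −0.22).

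**Figure D4:**
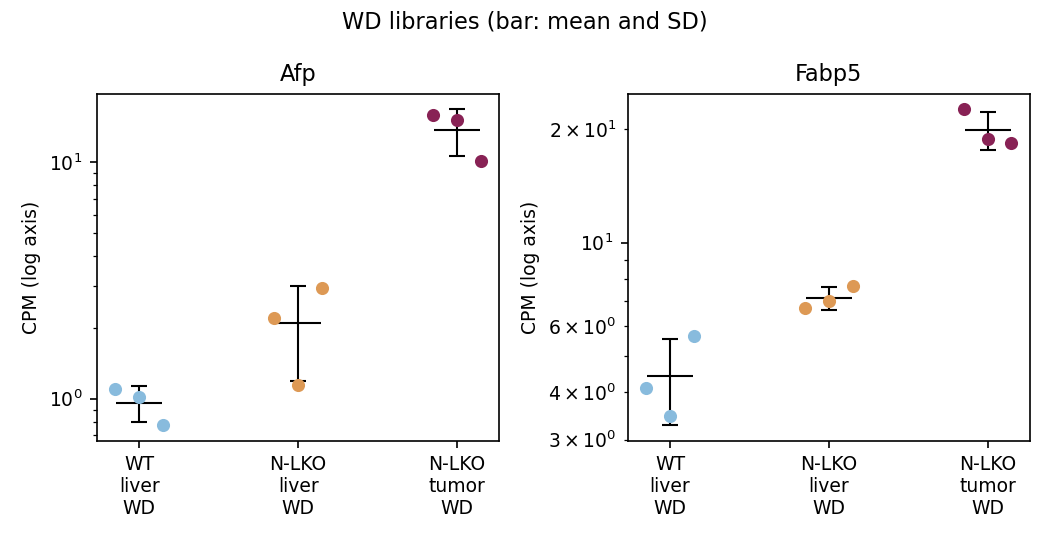
Afp and Fabp5 in CPM (y axis, log scale) in each WD library (points) of WT liver, N-LKO liver and N-LKO tumor (x axis), with the mean and SD as bars. Tumor means are 13.6 and 19.9 CPM for the 2 genes and WT liver means 0.964 and 4.41 CPM.

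Tumors and WT livers under WD differed in 2653 genes, 1440 higher and 1213 lower in tumors, and 1416 of them changed by a log2 fold change of at least 1 (1027 higher, 389 lower). There were 5803 genes with an unadjusted p under 0.05, and the groups did not overlap for 34.1% of genes. The fit of only these 2 groups gave 705 genes. Single libraries moved the count from 569, without WT replicate 2, to 3819, without tumor replicate 1. It was 1218 without WT replicate 1, 1531 without WT replicate 3, 1654 without N-LKO liver replicate 3 and 1494 without tumor replicate 2. The largest rises were those of H19 (log2 fold change 12.18), Timp4, Vil1, Gpx2 and Sorcs2. The last 4 were at the floor in WT livers and were at least 215-fold, 284-fold, 69.8-fold and 125-fold higher in tumors by their means. Single tumors ranged from 1.51 to 78.0 CPM for Timp4, 5.88 to 31.4 CPM for Gpx2 and 1.76 to 52.0 CPM for Sorcs2. Vil1 ranged from 0.553 to 173 CPM in the tumors and did not pass without any 1 of the WT livers (adjusted p up to 0.113, without replicate 2). Timp4, Vil1, Sorcs2 and Mup12 did not pass with limma-voom (adjusted p 0.228, 0.408, 0.197 and 0.0806, the highest of their alternatives). The largest falls were those of the major urinary protein genes Mup7 (−8.25), Mup12 (−6.82), Mup15 (−6.65), Mup17 (−6.48) and Mup16 (−6.04), which lie on chromosome 4 between 60066469 and 61595871. Their counts were fractional in all libraries, so the single members are uncertain. WT livers themselves spread widely, with Mup7 from 77.2 to 2745 CPM, and Mup7, Mup15 and Mup17 did not pass without WT replicate 2 (−5.25, −4.59 and −4.06; adjusted p 0.0732, 0.0623 and 0.0718).

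The genotype effects under the 2 diets were set side by side over 13416 genes, with no library in common. Log2 fold changes correlated weakly (Pearson 0.253, Spearman 0.081 across genes). No gene was called in both diets, since none was called under WD, so no overlap test could be made. Of 646 genes called under HFD, 402 (62.2%) had the same sign under WD, against 51.7% of all genes. Of these calls 77 had an unadjusted p under 0.05 with the same sign and 21 with the opposite sign. The Pearson correlation was 0.335 after the length and GC offset and 0.176 without WT WD replicate 2.

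The interaction test found 257 of 15850 genes whose genotype effect differed between diets, 93 of them higher under WD relative to HFD (36.2%) and the rest lower. Of the 45 with a log2 fold change of at least 1 in size 35 were higher and 10 lower. There were 3171 at an unadjusted p under 0.05. With the replicate block there were 0 (3122 at an unadjusted p under 0.05), with the length and GC offset 32 (24 of them among the 257), and with the DESeq2 test 981. The count fell by more than 1.5 times in 12 of the 14 fits that left out 1 library. It was 88 and 59 without WT HFD replicates 1 and 2, 61 and 160 without N-LKO HFD replicates 1 and 4 (and within 11 of the latter without WT HFD replicate 4 or N-LKO HFD replicate 2 or 3), 91 and 66 without WT WD replicates 1 and 2, and 90, 61 and 22 without N-LKO WD replicates 1, 2 and 3. The largest positive differences were those of Prex2 (1.69), Pirb (1.68) and Inhba (1.44), and the largest negative ones those of Arl4d (−1.29), Cyp2f2 (−1.22) and Cyp2u1 (−1.20). Prex2, on chromosome 1 from 10993465 to 11303681, stood at 10.1 ± 2.09 CPM in WT and 2.89 ± 0.504 CPM in N-LKO livers under HFD (SD, n = 4 each) and at 31.8 ± 6.76 and 28.6 ± 1.19 CPM under WD (n = 3 each; adjusted p 0.0159). Cyp2f2, whose counts are fractional, stood at 541 ± 34.9 and 588 ± 99.6 CPM under HFD and at 725 ± 100 and 333 ± 105 CPM under WD (adjusted p 0.0355). None of the 6 genes passed with the replicate block or after the length and GC offset (adjusted p up to 0.0745 and 0.137). Prex2 passed in each fit that left out 1 library. Pirb and Inhba did not without N-LKO WD replicate 3 (1.57 and 1.44, adjusted p 0.0682 and 0.0552), Pirb also not in 3 other fits, and Arl4d, Cyp2f2 and Cyp2u1 did not in 11, 11 and 12 of the 14 such fits.

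Gene sets on the study's topics were tested within each comparison. By camera 15 of 27 sets passed under HFD (9 higher, 6 lower), 17 of 30 for N-LKO versus WT liver under WD (7 higher, 10 lower), 6 of 30 for tumor versus N-LKO liver, 10 of 30 for tumor versus WT liver and 10 of 30 in the interaction. The most changed of these counts was that under WD: of the passing sets, 8, 2, 3, 7 and 7 also passed by fry and 1, 1, 1, 2 and 0 with an estimated correlation. Under HFD, 83 of 84 oxidative phosphorylation genes were higher (median log2 fold change 0.28, camera adjusted p 5.38e-21, fry 0.00472), with 26 genes called over all genes tested and 52 adjusted over the list alone, and 77 of 80 cytosolic ribosomal protein genes were higher (0.27, fry 0.0245; 16 and 39 genes). Both sets consist of short genes and were 0.16 and 0.14 higher after the length and GC offset. Antioxidant and glutathione genes (0.20, fry 0.00914; 6 genes called over all genes and 9 adjusted over the list alone) and liver cancer markers (0.43, fry 0.0123) were higher, and receptor tyrosine kinase genes lower (−0.41, fry 0.0336; not passing camera after the offset, −0.22). The sets from the WD heatmap moved the same way as there (−0.45, fry 0.000301, and 0.44, fry 0.0434), the latter passing neither with upper-quartile scaling (0.46) nor without WT replicate 3 (0.38, camera adjusted p 0.09998). That set failed camera in 4 of the 8 fits that left out 1 library, and its median ran from 0.25 to 0.61. Fibrosis genes were higher (0.95, 13 of 14) and ER chaperone genes lower (−0.42, 14 of 14) by camera only (fry 0.0734 and 0.237). When adjusted over the list alone 11 fibrosis genes rose, and 1 over all genes.

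Under WD, N-LKO livers had higher fibrosis genes (median 0.90, 16 of 17, fry 0.182), liver cancer markers (0.90, fry 0.0947) and proliferation genes (0.51, fry 0.286), and lower oxidative phosphorylation genes (−0.28, 84 of 86, fry 0.162), ER chaperones (−0.48, 14 of 14, fry 0.365) and VLDL assembly genes (−0.38, 12 of 13, fry 0.286), each by camera and not by fry. Without WT replicate 2 the fibrosis, ER chaperone and VLDL assembly medians were 0.45, −0.19 and −0.24, and these sets still passed by camera. Ribosomal protein genes (−0.06, but 0.03 with the length and GC offset, where the set did not pass) and receptor tyrosine kinase genes (−0.25) were lower by camera as well. The proliferation, ribosomal and receptor tyrosine kinase sets did not pass without WT replicate 2 (0.20, −0.02 and −0.15; camera adjusted p 0.0704, 0.267 and 0.193). Of the 9 fits that left out 1 library, these sets failed camera in 1, 3 and 6. Only the sets drawn from the study's WD heatmap passed by fry (−0.78, 8 of 8 lower, fry 0.0225, and 1.07, 12 of 12 higher, fry 0.000348), with 8 and 11 genes adjusted over the list alone and 0 over all genes. As the study chose these genes on the same libraries, this is not independent evidence. In tumors the same sets moved further (−0.80 and 1.26 against N-LKO livers). Proliferation genes were higher in tumors than in N-LKO livers (0.92, 23 of 24, fry 0.220) and than in WT livers (1.67, 12 of 24 called, fry 0.0316), and liver cancer markers passed as higher against N-LKO livers with 3 of 6 genes higher and 3 lower (median 0.67, fry 0.0483, not passing without tumor replicate 1) and against WT livers with 5 of 6 higher (1.39, fry 0.00254). Against WT livers fibrosis genes were also higher (0.69) and oxidative phosphorylation and VLDL assembly genes lower (−0.15 and −0.34), by camera only and not without tumor replicate 1 (camera adjusted p 0.126, 0.126 and 0.114). The cis-PTase and N-glycan assembly, ER stress, integrated stress response, LXR target, cholesterol synthesis, acute phase and growth suppressor sets passed in none of the comparisons by camera. By fry, the LXR target, fatty acid uptake and growth suppressor sets passed under HFD (fry 0.0359, 0.0390 and 0.0123; medians −0.09, 0.12 and −0.08) and fatty acid uptake in tumors against WT livers (fry 0.0316, median −0.77). No set that passed by camera changed its direction under upper-quartile scaling.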

Values the study reported

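Under HFD, the study counted 697 genes as differentially expressed between N-LKO and WT livers. It gave 407 of them as upregulated in N-LKO livers and 290 as downregulated.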

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

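Of the tests in this part, those of the length and GC trend were chosen only after the result was seen, and the gene sets were tested in the interaction only after the data had been seen. Samples far from the rest of their group were looked for in the HFD groups of 4, over 46 results in 92 groups. In 4 of them 1 library lay apart by Dixon's criterion (gap divided by range above its critical value at the 95% level), where chance gives 4.6, so the number of such libraries is no pattern of its own. The gap was 0.926 of the range for Hsd3b5 in N-LKO replicate 4 (7.20 CPM against 0.249 to 0.762 CPM in the other N-LKO livers). It was 0.853 for Afp in N-LKO replicate 4 (1.44 against 1.31 to 1.33 CPM, a small difference), 0.895 for the mean log2 CPM of ribosomal protein genes in N-LKO replicate 2 (5.41 against 5.19 to 5.21) and 0.867 for that of hepatocyte secreted proteins in N-LKO replicate 1 (11.81 against 12.09 to 12.13). No explanation was tested for single libraries.

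The genotype effect differed between diets for 257 genes by the interaction test. Prex2 (1.69), Pirb (1.68) and Inhba (1.44) had the largest positive differences and Arl4d (−1.29), Cyp2f2 (−1.22) and Cyp2u1 (−1.20) the largest negative ones. Of 100 regroupings drawn at random from those that shuffle genotype within diet, the real one included, 1 gave as many genes, which is the real one; the highest count among the others was 5. That argues against the count arising from any grouping of these livers. It does not tell genotype from other differences between the livers of a group. With the replicate block the count was 0, and after the offset for length and GC content it was 32, of which 24 were among the 257. The differences themselves rose with transcript length (Spearman correlation across genes 0.38) and fell with GC content (−0.31). The length trend ran in opposite directions under the 2 diets, so a part of the 257 genes may come from that trend. The values of Cyp2f2 also hold shared reads.

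Gene sets whose genotype effect differed between diets, by camera and fry, were VLDL assembly (median −0.59), fatty acid uptake (−0.17), oxidative phosphorylation (−0.51, 85 of 85 genes lower), cytosolic ribosomal proteins (−0.33), antioxidant and glutathione genes (−0.37), the genes higher in the WD heatmap (0.43) and periportal hepatocyte genes (−1.02). The number of sets is no evidence on its own: 71 of the 100 regroupings passed as many sets by camera, and none of the sets passed with an estimated correlation. The size of the oxidative phosphorylation median was reached by 1 of 100, the real grouping. Its genes are short, and a trend with transcript length and GC content alone was weighed as the cause. After an offset fitted on the genes outside the set the median was −0.33 and the set still passed (fry adjusted p 0.00187 before and 0.00345 after), while the number of its genes called fell from 28 to 0. The trend as fitted may thus explain a part of the difference, but did not remove it. Fatty acid uptake also passed both tests after such an offset (−0.33, fry adjusted p 0.00216 before and 0.00343 after), but without the offset it failed camera in 5 of the 14 fits that left out 1 library (adjusted p up to 0.105). For the other 5 sets camera still passed and fry did not. The trend stays open as the cause for the ribosomal protein, VLDL assembly and antioxidant sets. The heatmap median grew with the offset, and the periportal median went from −1.02 to −0.87 with 10 of 10 genes lower. These values argue against the trend as fitted as the whole cause for both sets, although neither passed by fry after the offset. Ribosomal protein genes, which are short too, went to −0.087 (fry adjusted p 0.0302 before and 0.389 after), VLDL assembly to −0.35 (0.0133 and 0.0558), antioxidant and glutathione genes to −0.29 (0.0305 and 0.0519), the heatmap genes, which failed camera in 6 of those 14 fits (adjusted p up to 0.129), to 0.55 (0.0427 and 0.0928) and periportal genes to −0.87 (0.0305 and 0.0558). By camera alone, the rule written first, the trend would have been excluded for these 5. The offset was not tested against trends of another shape. A genotype effect on oxidative phosphorylation transcripts that differs between diets remains open as a hypothesis. Differences in cell composition remain open as well, since periportal genes moved in the same direction. Levels were not compared between diets.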

How the results depend on the processing

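The length and GC offset, and leaving out libraries for the gene set counts, the separation and the correlation, were chosen after seeing the data; the other alternatives were listed in advance. No gene called in any of the 5 comparisons changed its sign under an alternative. Where a value below changed, the cause was not tested, unless it is given.

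The choice of test moved the counts of called genes. With the DESeq2 test they were 1000 under HFD, 100 for N-LKO versus WT liver under WD, 1021 for tumor versus N-LKO liver and 981 in the interaction. In simulated data that test had at least 10.2% false calls in each of 3 designs. With limma-voom tumor versus N-LKO liver had 18 genes, and with a mean of 1 CPM as filter 58. Adding the condition of a log2 fold change of at least 1, which can only remove genes, left 121 under HFD, 1416 for tumor versus WT liver and 45 in the interaction. Fits of only the compared groups, which have fewer libraries to estimate the spread, gave 6, 29 and 705 genes in the 3 WD comparisons. The first of these fits also leaves the tumors out of the spread. The Nus1 change under WD passed with the DESeq2 test at −1.03.

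With the length and GC offset the counts were 288 under HFD (247 shared with the main count of 652) and 32 in the interaction (24 shared), and the correlation of the HFD and WD changes was 0.335. With upper-quartile scaling the share of higher genes among the calls of tumor versus WT liver went from 54.3% to 64.0%, and the median of all genes stood at 0.11 there.

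With the replicate number as a block, 36 genes were called for tumor versus N-LKO liver, and 0 in the interaction (3122 at an unadjusted p under 0.05). HFD had 494 (414 shared) and tumor versus WT liver 1860. N-LKO versus WT liver under WD had 0 (2004 at an unadjusted p under 0.05), and 0 with block and offset together (1718). For the WD livers, where the pairing check was split, the block changed no other call of N-LKO versus WT liver. The interaction holds the same 6 WD livers, so whether the block or the lower number of degrees of freedom took its calls was left open. For the other comparisons no set of genes had every pair above 0.1 in the check, although tumors and N-LKO livers came near it over abundant genes (0.091 to 0.161). The check used the replicate numbers of the titles, so it says nothing of a pairing by the numbers in the library names.

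Of the gene sets, 1 under HFD, 1 and 1 in the first 2 WD comparisons, 2 for tumor versus WT liver and 0 in the interaction passed with an estimated correlation. By fry 2 passed for N-LKO versus WT liver under WD and 3 for tumor versus N-LKO liver.

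Fits that each left out 1 library gave 179 (without WT replicate 2) to 597 genes under HFD, 0 to 1 for N-LKO versus WT liver under WD, 3 (without N-LKO liver replicate 2) to 2193 (without tumor replicate 1) for tumor versus N-LKO liver, 569 (without WT replicate 2) to 3819 for tumor versus WT liver and 22 (without N-LKO WD replicate 3) to 330 in the interaction. The Nus1 change ranged from −1.37 to −1.25, −1.09 to −0.94, −0.56 to −0.25 and −1.58 to −1.27 in the 4 comparisons, and from 0.26 to 0.41 in the interaction. Passing sets numbered 13 to 21, 15 to 19, 5 to 10, 6 to 16 and 7 to 12; the 10 and the 16 came without tumor replicate 3 and the 6 without tumor replicate 1. The separation had p of 0.0286 to 0.0571 under HFD, 0.1 to 0.4 for N-LKO versus WT liver under WD and 0.1 to 0.2 for tumors. The correlation ran from 0.176 (without WT WD replicate 2) to 0.312 (without WT HFD replicate 1).

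Ribosomal protein genes under WD, which passed by camera at −0.06, reversed to 0.025 with the offset and did not pass there. Otherwise directions reversed only for changes that passed no threshold. Dhdds under WD was 0.029 with upper-quartile scaling and 0.0044 with the offset, and Apob 0.014 with upper-quartile scaling. With 1 library left out, Fabp5 under HFD ranged from −0.36 to 0.28, Dhdds under WD from −0.11 to 0.065 and Apob from −0.10 to 0.051. For tumor versus N-LKO liver Col1a1 ranged from −0.53 to 0.10 and Hspa5 from −0.022 to 0.57, and for tumor versus WT liver Hspa5 from −0.47 to 0.12. In the interaction Dhdds ranged from −0.16 to 0.013, Col1a1 from −1.22 to 0.013 and Hspa5 from −0.15 to 0.44.

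Among the values of single genes and sets over all alternatives, 1579 kept direction and side of the threshold, 317 became weaker, 5 stronger, 18 reversed and 1 count moved. All 67 single gene values compared kept both with DESeq2 size factors, and 60 of 61 with the DESeq2 test, where the other 1 became stronger. Nus1 was left out of these tallies. Its change became stronger with the DESeq2 test for N-LKO versus WT liver under WD (−1.03). For tumor versus N-LKO liver it became stronger without tumor replicate 1 (−0.56). Of the sets passing by camera 53 did not pass with an estimated correlation and 31 not by fry.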

Other observations

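In this part, the tests of length slopes, of gene sets after the length and GC offset, of female animals, of Y-linked genes, of macrophage markers, of the region around Nus1, of chromosomes shared between tumors and of expression classes on the other chromosomes were chosen only after the result was seen. The lists of resident and other macrophage markers were also written then.

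The counts of called genes were set against other splits of the same libraries. Under HFD 1 of the 35 splits gave as many genes, the real one, and the highest count among the others was 2. For tumor versus N-LKO liver and tumor versus WT liver it was 1 of 10 in each case, with 0 genes in every other split (up to 1754 and 1685 at an unadjusted p under 0.05), and 10 splits cannot give a share under 0.05. For N-LKO versus WT liver under WD all 10 of 10 splits gave 0 or more genes, which says nothing; by genes with an unadjusted p under 0.05, 1 of 10 splits reached the 2212 of the real grouping and the next had 685. Without WT replicate 2 the real grouping had 1015. Of the 4 splits that part all same-numbered livers, the others reached up to 360. The number of gene sets passing camera was matched by 5 of 35 splits under HFD, 2 of 10 for N-LKO versus WT liver under WD, 9 of 10 for tumor versus N-LKO liver and 6 of 10 for tumor versus WT liver, so these numbers of sets do not stand out. The correlation of HFD and WD changes was matched by 4 of 35 splits of the HFD libraries and by 1 of 10 splits of the WD livers.

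Under HFD the slopes of expression against transcript length were above 0 in all 4 WT libraries and below 0 in all 4 N-LKO libraries, a difference reached by 1 of 35 splits. RNA quality, library preparation and genotype cannot be told apart as sources, since each differs only with genotype here, if at all. Gene sets of short genes were therefore set against this trend, with an offset fitted on the genes outside each set. For oxidative phosphorylation genes under HFD the median went from 0.28 to 0.16 and the set still passed (fry adjusted p 0.00472 and 0.0135), with 26 genes called before and 5 after. Its median was reached by 1 of 35 splits. A trend with length and GC content as fitted is thus not the whole of it, but may carry a part. For ribosomal protein genes, whose median was likewise reached by 1 of 35 splits, it went from 0.27 to 0.14; camera still passed, fry did not (0.0245 before, 0.0863 after), and the trend stays open as the cause. The rule for calling such a case open was set after this outcome was seen; by the rule written first, which used camera alone, the trend would have been excluded here. Under WD the oxidative phosphorylation median went from −0.28 to −0.20, past the threshold by camera and never by fry (0.162 and 0.156).

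Fibrosis genes were higher under both diets and their medians did not shrink with the offset: 1.05 under HFD (from 0.95) and 0.92 under WD (from 0.90). The HFD median was reached by 1 of 35 splits. ER chaperone medians were −0.42 under HFD and −0.42 under WD after the offset (−0.42 and −0.48 before). Of the 35 splits, 11 gave an ER chaperone median as large, so that fall is within what other groupings of the HFD livers give. The length and GC trend is argued against for both sets by these values, although neither passed by fry in any of these fits.

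Of the marker sets of cell types, endothelial cell (median −0.38) and macrophage genes (−0.25) were lower and red blood cell (1.00) and periportal genes (0.21) higher in N-LKO livers under HFD by camera; hepatocyte secreted proteins (−0.08) and pericentral genes (−0.16) did not pass. Under WD, cholangiocyte (0.97), T cell (0.82) and B cell genes (0.69) were higher and periportal (−0.90), red blood cell (−0.89) and hepatocyte secreted protein genes (−0.47) lower in N-LKO livers by camera, and none by fry. With 1 library left out these sets still passed by camera, but the medians went down to 0.43 for T cell and 0.44 for B cell genes, and to −0.36 for periportal, −0.47 for red blood cell and −0.33 for hepatocyte secreted protein genes. Macrophage (0.01), endothelial (0.03) and pericentral genes (−0.13) did not pass. In tumors pericentral genes were lower than in N-LKO livers (−1.91, 12 of 12, by camera only, running from −4.24 without tumor replicate 1 to −1.41 without tumor replicate 2) and than in WT livers (−2.01, fry adjusted p 0.0461, −4.17 to −1.55 with 1 library left out), and T cell genes were higher than in WT livers (0.96, fry adjusted p 0.0436). In the interaction red blood cell (−1.97) and hepatocyte secreted protein genes (−0.36) were lower and endothelial genes higher (0.31) by camera only, the last not in 5 of the 14 fits that left out 1 library. The secreted protein set did not pass there without WT WD replicate 2 (−0.17, camera adjusted p 0.137). The macrophage, red blood cell and periportal sets did not pass under HFD without N-LKO replicate 2 (−0.11, 0.47 and 0.10), and the T cell set not in tumors without tumor replicate 1 (0.73). Of the fits that left out 1 library, the macrophage set failed camera in 5 of 8. The red blood cell and periportal sets failed in 2 of 8 each, and the T cell set in 3 of 9.

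Male-biased liver genes were lower in N-LKO livers under HFD (median −0.82, 12 of 12, fry adjusted p 0.0458), with Hsd3b5, Slco1a1 and Mup12 among the largest falls, and female-biased genes were higher (0.73, 4 of 4, fry adjusted p 0.0533). A male-biased median as large came from 2 of 35 splits, which is above 0.05. The male-biased median was −0.47 under WD, −0.57 in tumors against N-LKO livers and −0.75 against WT livers, and the female-biased median 0.21, 0.91 and 0.63. With 1 library left out the 3 male-biased medians ran from −0.97 to −0.28, −0.88 to −0.21 and −1.51 to −0.69. The set failed camera in 2 of 9 such fits in each of the first 2 comparisons. Reads shared between paralogs may bear on the male-biased fall under HFD: only 1 of the 12 male-biased genes had whole counts in every library, with a change of −1.15, too few to decide. Female animals among the N-LKO livers are argued against, because the lowest sum of 4 Y-linked genes was 53.8 CPM and Xist did not exceed 1.33 CPM in the 8 libraries. That lowest sum was in N-LKO replicate 3, against 86.0 to 132 CPM in the other libraries. RNA of a female animal mixed into that library may lower it, but its Xist level of 0.840 CPM lay within the range of the other libraries (0 to 1.33 CPM) and is too close to the floor to decide. Tumors 2 and 3 had Y-linked sums of 90.6 and 122 CPM against 165 to 189 CPM in the other WD libraries. No explanation was tested for these.

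Under HFD, Cd163 fell with other markers of resident Kupffer cells, the macrophages that live in the liver. The mean log2 change over 5 resident markers other than Cd163 was −1.21 (5 of 5 lower) and over 7 general macrophage markers −0.22 (6 of 7 lower), and the difference of −0.99 had an exact permutation p of 0.0286, two-sided, the smallest that 35 splits allow. The most abundant resident markers went from 55.7 ± 9.69 to 33.5 ± 14.7 CPM (Cd5l) and from 36.6 ± 6.48 to 19.8 ± 7.54 CPM (Clec4f), while Lyz2 stood at 33.6 ± 7.26 and 31.5 ± 7.19 CPM (SD, n = 4 each). An equal loss of every kind of macrophage is argued against by that difference. A replacement of resident cells by other macrophages, or lower expression within resident cells, stay as hypotheses not tested here. By flow cytometry the paper reports higher macrophage levels in livers of N-LKO mice under HFD. Cell levels and bulk transcript levels are different measures, and the general macrophage markers were on average lower here. Under WD, where no gene passed, Cd163 ranged from 10.9 to 23.6 CPM in WT and from 1.19 to 1.49 CPM in N-LKO livers. The marker lists were compared under HFD only.

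Called genes under HFD were more frequent near Nus1. Of 71 tested genes within 10 Mb, Nus1 itself left out throughout, 8 were called (11.3%, 5 higher and 3 lower), against 4.80% elsewhere (two-sided Fisher's exact p 0.0209), and 0 of 134 fixed windows of 20 Mb across the genome had as large a share. Neighbouring genes are not independent, so the p-value is too small. Variants carried along with the floxed allele from another strain may contribute to these calls; the design cannot tell them from effects of the knockout near the gene, and WT littermates with the floxed allele would carry them too. None of the genes named from the HFD comparison lies on chromosome 10 except Nus1.

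In each tumor the median log2 difference from the mean of the WT livers under WD was shifted along whole chromosomes. In the 6 WD livers chromosome medians lay between −0.083 and 0.116, with each WT liver set against the other WT livers. Of the 60 tumor medians 42 lay outside this range. The tumor shifts include any difference between genotypes, and the N-LKO livers are part of that range. Examples are −0.45 for chromosome 8 and −0.39 for chromosome 12 in tumor 2, and −0.49, −0.48 and −0.43 for chromosomes 13, 19 and X in tumor 3, while chromosome 12 in tumor 3 (0.12) and chromosome X in tumor 2 (0.22) lay on the other side. After the length and GC offset 48 lay outside the range of the livers, 22 below and 26 above. That range was narrower after the offset (−0.058 to 0.067), and some shifts shrank, but 39 still lay outside the wider range from before it, so that trend is argued against as the whole cause. Values are relative to the median of all autosomal genes, so rises and falls depend on each other. Of 220 windows, 10 along each of the 22 lowered chromosomes, 93.6% lay below 0, against 65 of 120 in the other tumor chromosomes; the lowered ones were picked for low medians, which raises that share. Along the 26 raised chromosomes 249 of 260 windows lay above 0, with the same reservation. A few genes or regions are argued against as the only source. Of 11 chromosomes lowered in any tumor after the offset, 3 were lowered in all 3 tumors (4, 13 and 19). Chromosomes 8, 9, 10 and 14 were lowered in tumors 2 and 3, and chromosome 2 in tumors 1 and 3. Chromosomes 11, 12 and X were lowered in 1 tumor only. Chromosomes 1, 3, 6 and 18 were raised in all 3 tumors. An expression programme shared by the tumors, or by some of them, stays open for the shifts found in more than 1 tumor. Gain of copies was not tested for the raised chromosomes. Loss of chromosome copies in tumor cells may contribute to the lowered ones and should lower genes of low, middle and high expression alike. The classes lay below the liver range in 72.7% of cases (48 of 66), but this was 22 of 22 for high, 20 of 22 for middle and only 6 of 22 for low expression, where 13 medians were above 0. A similar gradient was seen on the chromosomes inside the liver range, with medians of 0.27, −0.01 and −0.18 for low, middle and high expression in tumor 1 and 0.21, −0.02 and −0.20 in tumor 2. Tumor 3 had no such chromosome. Against these, 12, 11 and 11 of the 12 lowered chromosomes of tumors 1 and 2 lay lower in the 3 classes (median difference −0.18, −0.14 and −0.15), although they had been picked for low medians. The classes therefore do not decide. These data hold no DNA measurement, and neither copy loss nor regional changes of expression can be excluded.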
